# No detectable alloreactive transcriptional responses under standard sample preparation conditions during donor-multiplexed single-cell RNA sequencing of peripheral blood mononuclear cells

**DOI:** 10.1186/s12915-020-00941-x

**Published:** 2021-01-20

**Authors:** Christopher S. McGinnis, David A. Siegel, Guorui Xie, George Hartoularos, Mars Stone, Chun J. Ye, Zev J. Gartner, Nadia R. Roan, Sulggi A. Lee

**Keywords:** scRNA-seq, Sample multiplexing, Sample preparation, Alloreactivity, PBMCs

## Abstract

**Background:**

Single-cell RNA sequencing (scRNA-seq) provides high-dimensional measurements of transcript counts in individual cells. However, high assay costs and artifacts associated with analyzing samples across multiple sequencing runs limit the study of large numbers of samples. Sample multiplexing technologies such as MULTI-seq and antibody hashing using single-cell multiplexing kit (SCMK) reagents (BD Biosciences) use sample-specific sequence tags to enable individual samples to be sequenced in a pooled format, markedly lowering per-sample processing and sequencing costs while minimizing technical artifacts. Critically, however, pooling samples could introduce new artifacts, partially negating the benefits of sample multiplexing. In particular, no study to date has evaluated whether pooling peripheral blood mononuclear cells (PBMCs) from unrelated donors under standard scRNA-seq sample preparation conditions (e.g., 30 min co-incubation at 4 °C) results in significant changes in gene expression resulting from alloreactivity (i.e., response to non-self). The ability to demonstrate minimal to no alloreactivity is crucial to avoid confounded data analyses, particularly for cross-sectional studies evaluating changes in immunologic gene signatures.

**Results:**

Here, we applied the 10x Genomics scRNA-seq platform to MULTI-seq and/or SCMK-labeled PBMCs from a single donor with and without pooling with PBMCs from unrelated donors for 30 min at 4 °C. We did not detect any alloreactivity signal between mixed and unmixed PBMCs across a variety of metrics, including alloreactivity marker gene expression in CD4+ T cells, cell type proportion shifts, and global gene expression profile comparisons using Gene Set Enrichment Analysis and Jensen-Shannon Divergence. These results were additionally mirrored in publicly-available scRNA-seq data generated using a similar experimental design. Moreover, we identified confounding gene expression signatures linked to PBMC preparation method (e.g., Trima apheresis), as well as SCMK sample classification biases against activated CD4+ T cells which were recapitulated in two other SCMK-incorporating scRNA-seq datasets.

**Conclusions:**

We demonstrate that (i) mixing PBMCs from unrelated donors under standard scRNA-seq sample preparation conditions (e.g., 30 min co-incubation at 4 °C) does not cause an allogeneic response, and (ii) that Trima apheresis and PBMC sample multiplexing using SCMK reagents can introduce undesirable technical artifacts into scRNA-seq data. Collectively, these observations establish important benchmarks for future cross-sectional immunological scRNA-seq experiments.

**Supplementary information:**

**Supplementary information** accompanies this paper at 10.1186/s12915-020-00941-x.

## Background

Recent advances in single-cell RNA sequencing (scRNA-seq) technologies have dramatically increased assay throughput from ~ 10^2^ to 10^4^–10^6^ cells per experiment [1]. However, many applications of scRNA-seq workflows (e.g., 10x Genomics) require individual samples to be processed in parallel, which translates to prohibitively-high assay costs for population-scale studies requiring large numbers of samples. Several scRNA-seq sample multiplexing techniques have been developed which enable users to circumvent this limitation by processing samples in a pooled format [2–12]. By avoiding the usual requirement for processing distinct samples individually, these technologies increase scRNA-seq cell and sample throughput while minimizing technical confounders (e.g., doublets and batch effects). Two main types of sample multiplexing approaches have been described: (i) in silico genotyping using natural [7–10] or artificial [11, 12] genomic variants and (ii) tagging cell membranes with sample-specific DNA barcodes using lipid-modified oligonucleotides (LMOs; e.g., MULTI-seq) [2], DNA-conjugated antibodies [3–5] (e.g., BD single-cell multiplexing kit (SCMK) [5]), or methyltetrazine-modified DNA “ClickTags” [6]). Despite the increasing popularity of sample multiplexing, benchmarking studies aiming to measure transcriptional changes induced by mixing cell suspensions during scRNA-seq sample preparation have not been described. Determining the extent to which these changes might occur is critical, as they would confound cross-sectional data interpretation.

Mixing-specific transcriptional responses could occur when peripheral blood mononuclear cells (PBMCs) from unrelated donors are pooled during scRNA-seq sample preparation. Co-culturing human leukocyte antigen (HLA) mismatched PBMCs causes a rapid and potent allogeneic response wherein T lymphocytes are stimulated through T cell receptor binding to “non-self” major and minor histocompatibility complex proteins [13–16]. For example, CD154+ alloreactive CD4+ T cells were detected within 2 h after HLA-mismatched lymphocyte mixing [13], while bulk transcriptomics identified a ~ 5-fold increase within 24 h of alloreactivity-associated gene expression relative to HLA-matched lymphocytes [14]. Although pooled samples are maintained on ice for short durations during scRNA-seq sample preparation, it is unclear whether the allogeneic response may occur at low temperatures or whether transient periods of warming (e.g., during droplet emulsion at room temperature) are sufficient to drive alloreactivity. Considering that scRNA-seq is sensitive to transcriptional responses in rare cell sub-populations which are obscured by bulk assays, directly assessing whether alloreactivity will confound downstream scRNA-seq analyses is a critical benchmark for large-scale immunological studies [17].

Here, we performed scRNA-seq using the 10x Genomics platform on PBMC samples isolated from eight unrelated healthy donors pooled under conditions where cells from a single donor were processed in isolation or after donor pooling. Donor identities for each cell were assigned using SCMK and MULTI-seq data, as well as the in silico genotyping pipeline, souporcell [8]. We observed cell-type biases among SCMK classification results which were not due to sub-optimal antibody labeling conditions or the presence of MULTI-seq LMOs. We additionally did not observe robust, mixing-associated changes in PBMC cell type frequencies, global transcriptional profiles, or alloreactivity-associated gene expression in any PBMC cell type. Finally, we validated the observed lack of alloreactivity in a publicly-available scRNA-seq dataset where PBMCs from two unrelated donors were sequenced in isolation and after pooling [18]. As a result, we conclude that pooling PBMCs from unrelated donors under standard 10x Genomics-based scRNA-seq sample preparation conditions (e.g., 30 min co-incubation at 4 °C) does not result in any detectable alloreactivity at the RNA level.

### Study design

To assess whether mixing PBMCs from unrelated donors causes alloreactivity during scRNA-seq, we performed a cross-sectional study of PBMCs isolated from 8 unrelated healthy donors (Fig. 1; Experimental methods). To record the donor-of-origin for each cell, PBMC samples were tagged with donor-specific MULTI-seq [2] and/or SCMK antibody-DNA [5] barcodes. PBMCs were mixed for 30 min at 4 °C prior to emulsion across four droplet microfluidics lanes (10x Genomics) at room temperature. The 30-min pooled incubation was chosen to mimic the typical processing time required for preparing samples for multiplexed scRNA-seq analysis. Following scRNA-seq data pre-processing, quality-control, cell type annotation, and sample demultiplexing (Computational Methods), we compared the expression profile of unmixed donor A PBMCs (microfluidic lane #1) to donor A PBMCs mixed with donors B-D (microfluidic lane #2), donors B-H (microfluidic lane #3), and an unmixed donor A PBMC technical replicate prepared without antibody-DNA labeling (microfluidic lane #4). 

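The RNA libraries of the 8-donor experiment were deposited as UMI counts per gene and cell. The authors made these with Cell Ranger against the hg19 reference and state read-depth normalization between libraries, so reads may already have been down-sampled before counting. Donor A PBMCs were alone in lanes 1 and 4, pooled with donors B-D in lane 2 and pooled with donors B-H in lane 3, and each lane is 1 library. The sample labels name both LMO and SCMK reagents for every lane, whereas the paper describes lane 4 as prepared without antibody-DNA labeling. Lane 4 was taken to be the other library of unmixed donor A, and lanes 1 and 4 stand on the same side of each comparison of mixed with unmixed cells. Which of them is lane 4 does matter for the donor JSD, which uses lane 1 only, and for shares of single lanes. The files held 18453 cells with 91214286 RNA UMIs, from 20630894 in lane 2 to 24716542 in lane 3. After removal of low-quality cells and doublets, 15408 cells remained (3606, 3440, 3877 and 4485 in lanes 1 to 4), with a median of 4913 UMIs and 1226 genes per cell. Cells were clustered again from the counts, and clusters were named from marker genes that were fixed before the data were examined, with "-like" added to each name. This gave 6002 CD4+ T-like, 2512 CD8+ T-like, 1674 NK-like, 898 B-like, 2838 CD14+ monocyte-like, 620 CD16+ monocyte-like and 173 dendritic-like cells. A further 554 cells had the naive pattern of the CD4+ T cell subset markers but were led by CD8B and CD8A, so they were kept apart as unnamed T cells. Differences from the paper may therefore come from the rebuilt names. MULTI-seq barcodes gave the donor group of each cell in lanes 2 and 3. The 4 barcodes of lane 2 recur in lane 3 and mark donors A-D there, and the barcode tables do not name the donors. Donor A was found by expression, over 62 autosomal genes that differed between the barcode groups of lane 2 and kept those differences in lane 3. One group differed from the unmixed lanes by a mean of 0.15 on the log2 scale in lane 2 and by 0.20 in lane 3, against 0.20 between lanes 1 and 4 themselves, while the other 3 groups differed by 0.54 to 1.77. Donors B, C and D could not be told apart in this way, since no library holds any of them alone. Donor A contributed 741 cells to lane 2 and 424 to lane 3, with median depths of 4825 and 5012.5 UMIs, against 4974.5 in lane 1 and 4655 in lane 4.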

We hypothesized that if co-incubation of PBMCs from unrelated donors for 30 min at 4 °C causes detectable alloreactivity, then mixed and unmixed donor A PBMCs would exhibit more variable gene expression profiles than what is observed due to technical variation.

**Fig. 1:**
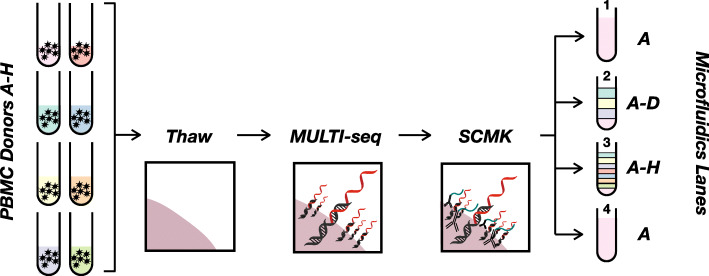
Schematic overview of experimental design. PBMCs from 8 healthy HLA-mismatched donors (tubes on left) were barcoded with MULTI-seq LMOs (black double-helix hybridized to red DNA barcode) and BD single-cell multiplexing kit (SCMK) antibodies (black antibody conjugated to teal DNA barcode). Cells were then strategically pooled to directly assess whether mixing HLA-mismatched PBMCs during scRNA-seq causes alloreactivity

## Results

### MULTI-seq classifies PBMCs more accurately than SCMK

We first assessed the performance of MULTI-seq and SCMK by comparing the results of three distinct demultiplexing workflows on donor A-H PBMCs from microfluidic lane #3: (i) deMULTIplex, (ii) demuxEM, and (iii) souporcell. deMULTIplex [2] and demuxEM [4] are algorithms that function on sample barcode count matrices, while souporcell is an in silico genotyping pipeline that functions on gene expression data [8]. 

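Sample-barcode counts of lanes 2 and 3 were deposited with the authors' deMULTIplex calls. The thresholding of deMULTIplex was rewritten from its published description and run on the barcode counts of the cells the authors classified. It returned the same call for all 3567 cells of lane 2 and all 4032 cells of lane 3, for MULTI-seq and for SCMK barcodes alike. The values given here rest on that classifier, run on the cells kept after the quality-control repeated here. souporcell needs the sequencing reads and demuxEM the empty droplets, so neither was run, and MULTI-seq singlet calls took the place of souporcell donors as the reference for SCMK. Of the 3877 cells of lane 3, MULTI-seq classified 3672 into 1 donor group, 139 as doublets and 66 as negative.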

MULTI-seq and SCMK classifications were largely consistent with souporcell (Fig. 2a)—e.g., among cells classified as donors A-H using souporcell, 99.9% and 99.0% of donor classifications were consistent for MULTI-seq and SCMK, respectively. However, while 1.5% of cells remained unclassified following MULTI-seq demultiplexing, 36.2% of cells remained unclassified after SCMK demultiplexing. This decrease in classification efficiency was also observed when compared to the demuxEM results (Table 1).

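In lane 3, 2344 cells were classified into 1 donor group by both kinds of barcode. The barcode columns are not paired by name, so each SCMK barcode was paired with the MULTI-seq barcode with which it shared the most cells. Under this pairing 2329 of the 2344 cells had matching donors, or 99.4% (95% confidence interval 98.9 to 99.6%, exact Clopper-Pearson). The least concordant of the 8 pairs matched in 93.1% of its cells. In lane 2, 2207 of 2216 cells matched, or 99.6% (99.2 to 99.8%). Because the pairing itself came from the shared cells, these shares are highest values over pairings and are not independent of the calls. All intervals of shares given here and at the later results cover counting error only, with 1 library per lane.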

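Table 1 takes as its denominator the cells that souporcell placed in a donor group. With the 3672 cells of lane 3 that MULTI-seq placed in 1 donor group as the denominator, 443 cells were SCMK-negative, or 12.1% (95% interval 11.0 to 13.2%), and 885 were SCMK doublets, or 24.1% (22.7 to 25.5%). When doublets were counted as unclassified too, a definition chosen after seeing the values, the SCMK unclassified share was 36.2% (34.6 to 37.7%). Of the alternatives set in advance, a single round of thresholds moved the negative share most, to 10.5%. With the RNA doublet calls kept, an alternative chosen after seeing the data, it was 14.9% of 3895 cells (13.8 to 16.1%). MULTI-seq left 66 of the 3877 cells of lane 3 negative, or 1.70% (1.32 to 2.16%), and 43 of the 2417 cells with 1 SCMK donor, or 1.78% (1.29 to 2.39%). In lane 2, 744 of 3341 cells were SCMK-negative (22.3%, 20.9 to 23.7%) and 381 were SCMK doublets (11.4%, 10.3 to 12.5%), while MULTI-seq left 10 of 3440 cells negative (0.291%, 0.139 to 0.534%). SCMK-negative shares thus differed between the lanes by more than their counting error, as did the SCMK doublet shares, which ran the other way. Among the 8 donor groups of lane 3 the SCMK-negative share ranged from 5.10 to 25.8% and the SCMK doublet share from 5.82 to 63.0%.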

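HTODemux, a classifier in Seurat with another way to set barcode thresholds, was run on the same barcode counts. In lane 3 it placed 3229 cells in 1 MULTI-seq donor group, of which 385 were SCMK-negative (11.9%, 95% interval 10.8 to 13.1%) and 671 were SCMK doublets (20.8%, 19.4 to 22.2%). It left 17 of 3877 cells negative by MULTI-seq (0.438%, 0.256 to 0.701%) and called 631 MULTI-seq doublets, against 139 by deMULTIplex. In lane 2 the SCMK-negative share rose under HTODemux to 44.4% (42.7 to 46.2%), from 1406 of 3165 cells. Under both classifiers and in both lanes, the SCMK-negative share exceeded the MULTI-seq-negative share by more than their counting error.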

**Fig. 2:**
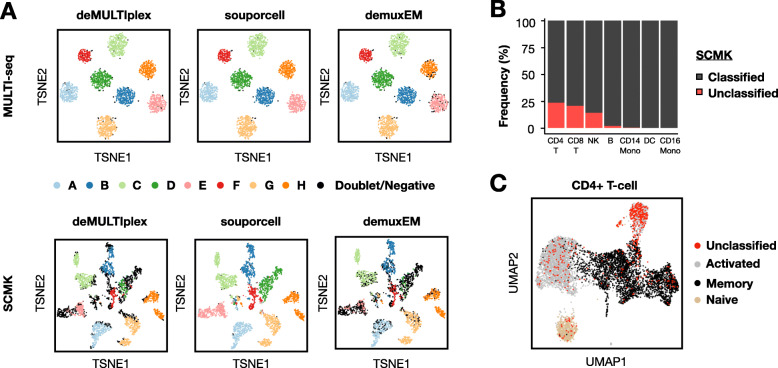
MULTI-seq and SCMK classifications largely match in silico genotyping, with lower SCMK classification efficiency and bias against activated CD4+ T cells. **a** Sample classification results from three demultiplexing pipelines (e.g., deMULTIplex, souporcell, and demuxEM) projected onto MULTI-seq (top) and SCMK (bottom) sample barcode space. *n* = 4032 cells from microfluidic lane #3. **b** Classification frequencies across all PBMC cell types following SCMK sample demultiplexing. **c** SCMK unclassified cells in CD4+ T cell gene expression space. *n* = 6879 CD4+ T cells

**Table 1:** MULTI-seq and SCMK classification performance summary

Method	MULTI-seq	SCMK
**% Unclassified (deMULTIplex)**	1.5%	36.2%
**% Unclassified (demuxEM)**	2.8%	35.4%
**% souporcell Donor Match (deMULTIplex)**	99.9%	99.0%
**% souporcell Donor Match (demuxEM)**	98.8%	97.7%

Classification performance was determined using two statistics: (i) % Unclassified, proportion of cells classified into donor groups by souporcell that remain unclassified by MULTI-seq or SCMK; (ii) % Donor Match, proportion of cells classified into the same donor group by MULTI-seq or SCMK and souporcell. Both metrics were computed using results from both deMULTIplex and demuxEM

To assess whether cells that remained unclassified following SCMK demultiplexing were randomly distributed throughout the scRNA-seq data, we computed the frequency of unclassified cells for each PBMC cell type. This analysis revealed that T lymphocytes and NK cells were especially likely to remain unclassified in SCMK data (Fig. 2b). Moreover, activated CD4+ T cells were particularly prominent among the unclassified CD4+ T cells (Fig. 2c).

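SCMK-negative shares were computed for the cells that MULTI-seq placed in 1 donor group, within each cell type and lane, with donor groups pooled. In lane 3 they were 24.0% of 1153 CD4+ T-like cells (95% interval 21.6 to 26.6%), 15.9% of 535 CD8+ T-like cells (12.9 to 19.3%), 9.09% of 506 NK-like cells (6.73 to 11.9%) and 9.05% of 199 B-like cells (5.45 to 13.9%). Among the 996 CD14+ monocyte-like cells 5 were SCMK-negative (0.502%, 0.163 to 1.17%), and among the 131 CD16+ monocyte-like cells 2 were (1.53%, 0.185 to 5.41%). In lane 2 the shares were 37.5% of 1159 CD4+ T-like (34.7 to 40.4%), 26.8% of 553 CD8+ T-like (23.1 to 30.7%), 19.9% of 453 NK-like (16.3 to 23.8%) and 15.1% of 218 B-like cells (10.7 to 20.6%), against 0.567% of 706 CD14+ monocyte-like cells (0.155 to 1.44%) and 0 of 124 CD16+ monocyte-like cells (exact upper bound 2.93%). The excess of CD4+ T-like over CD14+ monocyte-like cells was 23.5 percentage points in lane 3 and 37.0 in lane 2. The setting that moved it most was HTODemux, with 63.3 points in lane 2. SCMK doublet calls had another order. They took 43.8% of CD14+ monocyte-like and 11.6% of CD4+ T-like cells in lane 3, so that negative and doublet calls together came to 44.3% and 35.6% of these types. A CD4+ T-like cell carried a median of 104 UMIs of its own SCMK barcode and 302 of the other SCMK barcodes in lane 3, against 847.5 and 377.5 for a CD14+ monocyte-like cell. For MULTI-seq barcodes the medians of the cell's own barcode were 490 and 825.

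**Figure D1:**
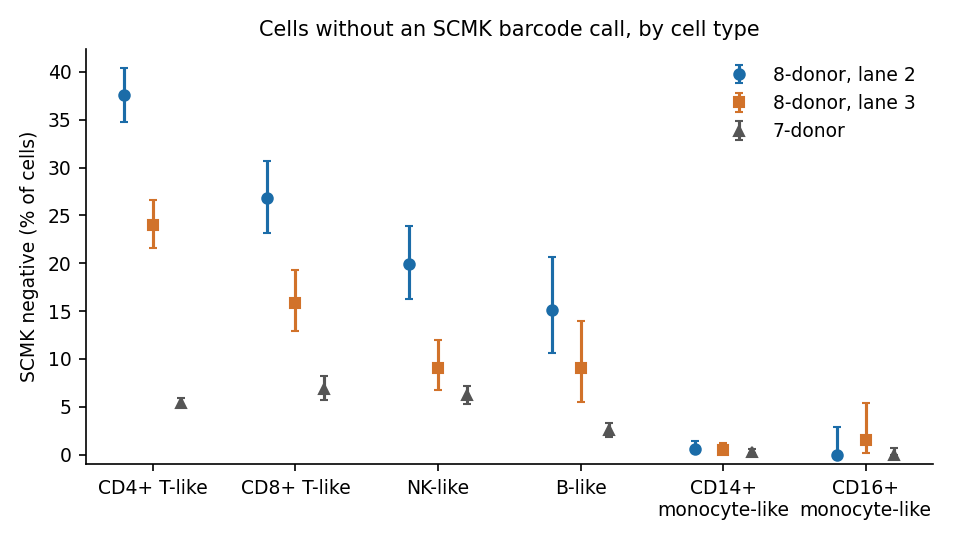
Share of SCMK-negative cells (percent, vertical axis) by cell type for lane 2, lane 3 and the 7-donor library, with exact 95% intervals as bars. The denominator is cells of 1 MULTI-seq donor group in lanes 2 and 3 and all classified cells in the 7-donor library. CD4+ T-like cells reach 37.5% in lane 2 and 24.0% in lane 3, and CD14+ monocyte-like cells stay at 0.567% or below in all 3 libraries.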

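In lane 3, 118 of 372 CD4+ T-like cells with the activated pattern were SCMK-negative, or 31.7% (95% interval 27.0 to 36.7%), against 12 of 238 cells with the memory pattern, or 5.04% (2.63 to 8.64%). In lane 2 the shares were 320 of 594 cells, or 53.9% (49.8 to 57.9%), and 73 of 398 cells, or 18.3% (14.7 to 22.5%). The unnamed T cells, which had the naive pattern and were led by CD8B, were SCMK-negative in 9 of 42 cells of lane 3 (21.4%, 10.3 to 36.8%) and 33 of 77 cells of lane 2 (42.9%, 31.6 to 54.6%). A CD4+ T-like cluster that fitted none of the patterns was found almost only in lanes 2 and 3, with 147 of 543 cells negative in lane 3 (27.1%, 23.4 to 31.0%). The activated pattern exceeded the memory pattern by 26.7 percentage points in lane 3 and by 35.5 in lane 2. Donor groups were pooled for these shares, so their unequal spread over the patterns may contribute to this excess. HTODemux moved the difference in lane 3 most, to 16.5 points. Median UMIs of the cell's own SCMK barcode in lane 3 were 61 for the activated and 127 for the memory pattern, whereas medians for MULTI-seq were 692.5 and 516.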

It is conceivable that the presence of LMOs and/or sub-optimal SCMK labeling buffer conditions caused the observed classification biases in PBMCs. 

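The 7-donor library was deposited as UMI counts of 23111 cells, made by the authors with Cell Ranger against an hg19 reference that contains the SCMK barcodes, together with SCMK barcode counts and deMULTIplex calls of 25140 cells. The 2 tables share 23105 cells. The PBMCs of 7 donors were labeled with SCMK antibodies and not with LMOs, then pooled and emulsified, and the files hold 1 library with 64757850 RNA UMIs. Each cell had at least 1216 UMIs, so the minimum of 250 removed none, and no cluster was of low quality by the criterion used for the 8-donor lanes. The median was 2334 UMIs and 716 genes per cell. Counts were log-normalized, clustered on 2000 variable genes and named with the same markers, and doublets were not removed. The rewritten deMULTIplex returned the authors' call in all 25132 classified cells. No MULTI-seq barcodes exist for these cells and Demuxlet needs the reads, so shares are of all cells of a type and take in droplets with cells of more than 1 donor.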

To address whether LMOs interfere with SCMK labeling, we generated scRNA-seq data where cells from 7 PBMC donors were pooled after labeling with SCMK reagents but not LMOs. 

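Of the 23105 cells in both tables, 960 were SCMK-negative, or 4.15% (95% interval 3.90 to 4.42%), and 22.2% were SCMK doublets. The SCMK-negative share was 5.41% of 9863 CD4+ T-like cells (4.98 to 5.88%), 6.89% of 1757 CD8+ T-like cells (5.75 to 8.17%), 6.21% of 2545 NK-like cells (5.30 to 7.22%) and 2.54% of 1892 B-like cells (1.88 to 3.35%). Of the NK-like cells, 1188 lie in a cluster with 744 CPM of CD3D, against 87.9 and 177 in the other NK-like clusters, so the class may hold T cells. It was 0.313% of 2875 CD14+ monocyte-like cells (0.143 to 0.593%) and 0 of 504 CD16+ monocyte-like cells (exact upper bound 0.729%). Of the cells with the activated pattern, 447 of 6107 were negative (7.32%, 6.68 to 8.00%), against 87 of 3756 with the memory pattern (2.32%, 1.86 to 2.85%). The 2775 unnamed T cells with the naive pattern had a share of 2.88% (2.29 to 3.58%). SCMK doublet calls were again most frequent in CD14+ monocyte-like cells, at 44.9% against 13.6% of CD4+ T-like cells. The median over all SCMK barcodes was 151 UMIs per CD4+ T-like cell and 1661 per CD14+ monocyte-like cell. Under HTODemux the difference between CD4+ T-like and CD14+ monocyte-like cells was 2.30 percentage points, against 5.10 with deMULTIplex, and the difference between the activated and memory patterns was 1.62 against 5.00.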

As was observed previously, SCMK classifications were similarly biased against T lymphocytes and NK cells (Additional file 1: Figs. S1A, S1D), with activated CD4+ T cells being particularly difficult to classify (Additional file 1: Figs. S1B, S1E). To address whether SCMK classification biases in PBMCs is due to sub-optimal antibody labeling conditions, we determined the extent of classification bias in a publicly-available scRNA-seq dataset provided by the SCMK reagent supplier where PBMCs were cultured in vitro for 24 h in the presence or absence of anti-CD3/anti-CD28 antibodies [19]. In these data, SCMK classifications were biased against T lymphocytes and NK cells, despite optimal SCMK labeling conditions (Figs. S1C, F). Collectively, these results illustrate that SCMK reagents produce biased classifications when applied to PBMCs. 

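The order of cell types was compared over the settings that were run. CD8+ T-like, NK-like, B-like and CD4+ T-like cells each had a higher SCMK-negative share than both monocyte types in 7 of 7 settings in lane 2, 7 of 7 in lane 3 and 6 of 6 in the 7-donor library. CD4+ T-like cells had the highest share of these 6 types in 7 of 7 settings in each of lanes 2 and 3, and in 0 of 6 settings in the 7-donor library. Donors were pooled in these orders, and no order within a donor is given. The paper reasons that the bias recurs without LMOs and, in a dataset from the supplier that was not analysed here, under optimal labeling conditions, and from this it concludes that the SCMK reagents themselves classify PBMCs unevenly.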

For these reasons, MULTI-seq donor classifications were used for all subsequent gene expression analyses.

### Trima apheresis introduces biologically-relevant confounders into PBMC scRNA-seq data

The PBMCs that were used in this study came from whole blood that was processed using Ficoll-Paque density gradient centrifugation. Notably, these samples either underwent (donors D–H) or did not undergo (donors A–C) apheresis using Trima filtration, a method to enhance leukocyte yield during sample preparation [20, 21]. Initial inspection of MULTI-seq donor classifications revealed that PBMCs predominantly clustered according to the processing method—e.g., Trima vs. Ficoll (Additional file 1: Fig. S2A). 

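Donors A-C were processed without Trima filtration and donors D-H with it. The barcode tables give the 4 groups of donors A-D and the 4 groups of donors E-H, and donor D could not be told from donors B and C. Trima and Ficoll samples were therefore compared in lane 3 as donors A-D against E-H, and under each of the 3 ways to assign donor D to a barcode group of donors B-D. These designs were chosen once the barcode tables had been read. The split of donors A-D against E-H places donor D, a Trima donor, with the Ficoll donors, which can blur a Trima effect. Of 25 clusters, 6 held cells of donors E-H and of 1 barcode group of donors B-D with few others. The largest of them was CD14+ monocyte-like, with IL8, ADM, CEBPB and HIST1H1C among its leading genes. Of its cells that MULTI-seq placed in 1 group, all 205 in lane 2 came from that barcode group, and of the 697 in lane 3, 567 came from donors E-H and 127 from that group, with none in lanes 1 and 4. An NK-like cluster held 20 and 24 cells of lanes 1 and 4, and 354 cells of lane 3 placed in 1 group, of which 236 came from donors E-H and 107 from that group. Counts were summed per donor group within a cell type, and edgeR's quasi-likelihood test was applied with Benjamini-Hochberg adjustment. In CD14+ monocyte-like cells, 2 of 5134 genes differed between donors A-D and E-H at an adjusted p under 0.05, with 900 genes at an unadjusted p under 0.05 and 82 genes by DESeq2. The 2 genes were H1F0 (ENSG00000189060; log2 fold change 2.35, standard error 0.27, adjusted p = 0.00183) and GLUL (ENSG00000135821; 1.34, standard error 0.20, adjusted p = 0.0201). In NK-like cells 0 of 2058 genes differed, with 161 at an unadjusted p under 0.05 and 1 by DESeq2. Under the 3 assignments of donor D, edgeR called 0, 0 and 1041 of 5580 genes in CD14+ monocyte-like cells (214, 294 and 1831 at an unadjusted p under 0.05, and 1, 1 and 725 by DESeq2) and 0, 0 and 236 of 2295 genes in NK-like cells (40, 42 and 597 unadjusted, and 0, 1 and 153 by DESeq2). The counts so depend on which barcode group is taken for donor D. In the third assignment that group was the one that shared the 6 clusters with donors E-H, and there 559 of the 1041 genes were higher on the Trima side and 482 lower. The low-count filter moved the comparison of donors A-D and E-H most among settings with all 8 groups, to 415 genes in CD14+ monocyte-like cells without it, and without the barcode group that shares those clusters there were 784 genes. When 200 genes were changed 2-fold or 4-fold by simulation in the counts of CD14+ monocyte-like cells, the test recovered 62.5% of them between donors A-D and E-H, among 4864 genes tested. The simulated changes followed that split exactly, whereas donor D is a Trima donor among donors A-D. The 62.5% so does not describe the recovery of Trima changes.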

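In CD14+ monocyte-like cells of lane 3, HIST1H1C (ENSG00000187837), which encodes a linker histone, had 11.4, 15.4, 39.4 and 579 CPM in the 4 groups of donors A-D, from 423 cells and 495 UMIs. In the 4 groups of donors E-H it had 475, 479, 742 and 930, from 573 cells and 2258 UMIs. Its log2 fold change between donors E-H and A-D was 1.98 (standard error 0.84, adjusted p = 0.242 from edgeR). MNDA (ENSG00000163563) had 177, 651, 780 and 1242 CPM in donors A-D and 150, 226, 249 and 271 in donors E-H, a log2 fold change of -1.46 (standard error 0.37, adjusted p = 0.0878). CEBPB (ENSG00000172216) had 369, 719, 804 and 1918 in donors A-D and 1196, 1748, 1812 and 1875 in donors E-H, a log2 fold change of 0.89 (standard error 0.40, adjusted p = 0.262). Two-sided exact permutation tests over the 35 splits of 4 against 4 groups gave p = 0.0857 for HIST1H1C, 0.114 for MNDA and 0.143 for CEBPB. The 3 genes passed the threshold under 1 of the 3 assignments of donor D, with log2 fold changes of 4.93 (standard error 0.34, adjusted p = 7.56e-08), -1.80 (0.20, adjusted p = 1.74e-05) and 1.72 (0.22, adjusted p = 6.29e-05). Under the remaining assignments the values for HIST1H1C were 1.33 and 1.29, for MNDA -0.23 and -0.95 and for CEBPB 0.36 and 0.60, with adjusted p of 0.852 or more.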

Upon sub-clustering CD14+ classical monocytes and natural killer (NK) cells, we observed that Trima and Ficoll classical monocytes expressed variable levels of the histone component gene HIST1H1C, as well as two genes involved in monocyte differentiation, MNDA and CEBPB (Additional file 1: Fig. S2B, left) [22]. Moreover, we observed that Trima and Ficoll NK cells differentially expressed the immune cytokine IFNG, cytolytic genes GZMA and PRF1, and the stress marker JUN (Additional file 1: Fig. S2B, right) [23]. These results suggest that apheresis using Trima filters induces confounding changes in gene expression patterns associated with differentiation state, cytolytic activity, and stress across multiple PBMC cell types. These signatures are consistent with prior observations [24] and should be accounted for in future analyses. Thus, to avoid these confounding effects when comparing donor- and mixing-specific expression profiles, we restricted our subsequent analyses to PBMC samples processed without Trima filtration.

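In NK-like cells of lane 3, from 215 cells of donors A-D and 291 of donors E-H, IFNG (ENSG00000111537) had 0 (3 UMIs would be 20.7), 16.7, 49.9 and 415 CPM in the groups of donors A-D, on 167 UMIs, and 201, 323, 431 and 731 in the groups of donors E-H, on 330 UMIs. The log2 fold change was 1.37 (standard error 0.73, adjusted p = 0.642 from edgeR). JUN (ENSG00000177606) had 517, 593, 728 and 5325 against 2781, 3887, 4250 and 5311, a log2 fold change of 1.18 (standard error 0.60, adjusted p = 0.634). GZMA (ENSG00000145649) had 877, 1626, 1768 and 1848 against 505, 909, 1030 and 1362, a change of -0.63 (standard error 0.27, adjusted p = 0.610). PRF1 (ENSG00000180644) had 399, 918, 1710 and 1977 against 227, 356, 566 and 727, a change of -1.33 (standard error 0.42, adjusted p = 0.610). The two-sided exact permutation test over the same splits gave p = 0.0857 for IFNG, 0.114 for GZMA and PRF1 and 0.143 for JUN. Under the assignment of donor D with 236 changed genes, the log2 fold changes were 4.35 for IFNG (adjusted p = 4.42e-04), 2.90 for JUN (1.16e-06), -0.84 for GZMA (0.0197) and -1.67 for PRF1 (0.00209). GZMA lost significance there when any 1 of the 3 barcode groups of donors B-D was left out. Under the remaining assignments the adjusted p was 0.998 or more for all 4 genes. For 5 of the 7 genes named by the paper in the monocytes and NK cells, 1 group of donors A-D lay within the range of donors E-H, and it was the same group each time. For CEBPB and JUN that group lay just above the range. Of the groups of donors A-D it was nearest to the median of donors E-H for all 7 genes. In lane 2 it lay outside the other groups for all 7 genes. From these genes the paper proposes that Trima filters change expression tied to differentiation state, cytolytic activity and stress.

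**Figure D2:**
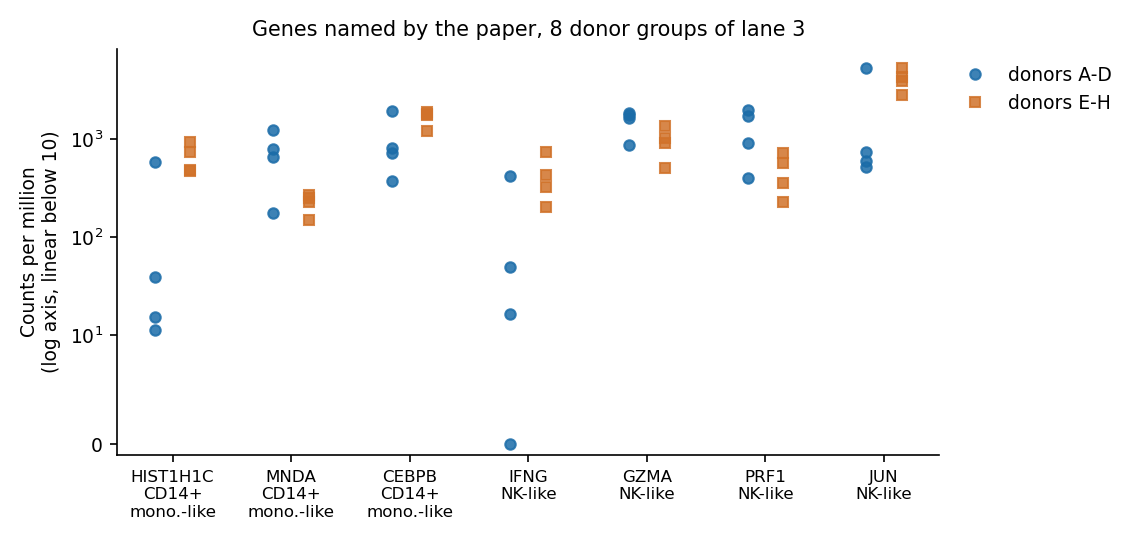
CPM (vertical axes, log scale) of the 7 genes in lane 3, each point a donor group of donors A-D or of donors E-H, in CD14+ monocyte-like cells for HIST1H1C, MNDA and CEBPB and in NK-like cells for the others. For HIST1H1C 1 point of donors A-D, at 579, lies among the points of donors E-H and 3 lie at 39.4 or below.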

### Mixing PBMCs from unrelated healthy donors during scRNA-seq sample preparation does not cause a detectable allogeneic transcriptional response

To assess whether mixing PBMCs from unrelated donors induces alloreactivity during multiplexed scRNA-seq, we compared the expression profiles of mixed and unmixed donor A PBMCs. 

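Gene expression of donor A cells was compared between lanes 1 and 4 (unmixed) and lanes 2 and 3 (mixed). Counts were summed per lane within a cell type and tested with edgeR, with 2 lanes on each side and all cells from 1 donor, so the lanes are replicates of the preparation and not of donors. At an adjusted p under 0.05, 10 of 9524 genes changed in CD4+ T-like cells, 2 of 7494 in CD8+ T-like cells, 6 of 4256 in B-like cells and 5 of 7280 in CD14+ monocyte-like cells. DESeq2 called 8, 1, 0 and 0 genes in these types. In NK-like cells 0 of 5056 genes changed (279 at an unadjusted p under 0.05, 0 by DESeq2), in CD16+ monocyte-like cells 0 of 5666 (257 unadjusted, 0 by DESeq2) and in unnamed T cells 0 of 3498 (186 unadjusted, 0 by DESeq2). Leaving out a lane moved the count in CD4+ T-like cells most, to 23 genes. The remaining ways to pair the 4 lanes, each with 1 mixed and 1 unmixed lane per side, gave 5 and 7 genes in CD4+ T-like cells, 2 and 2 in CD8+ T-like cells, 1 and 0 in NK-like cells, 3 and 3 in B-like cells, 1 and 7 in CD14+ monocyte-like cells, 0 and 4 in CD16+ monocyte-like cells, and 2 and 1 in unnamed T cells. With 200 genes changed 2-fold or 4-fold by simulation, the test recovered 69.5% of them in CD4+ T-like cells among 9238 genes tested and 51.0% in NK-like cells among 4743. Smaller changes were not simulated, so these shares do not hold for them.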

Mapping the densities of mixed and unmixed donor A sample classifications onto PBMC gene expression space (Fig. 3a, top left) did not reveal any qualitative shifts in global gene expression profiles (Fig. 3a, bottom). Notably, such shifts in classification densities were observed when including PBMCs from donors B and C (Fig. 3a, top right), suggesting that natural inter-donor variation is more pronounced than intra-donor variation due to PBMC mixing. Indeed, PBMC cell-type frequencies were similarly-variable between donors, while no statistically-significant shifts in cell-type frequencies were linked to mixing status (Additional file 1: Fig. S3A, S3B).

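Global differences were expressed as the Jensen-Shannon Divergence of cell densities on UMAP embeddings, as in the paper's later comparison by cell type. The barcode groups of donors B-D stood in for donors B and C, since these could not be named, so the donor comparison takes in donor D. CD4+ T-like cells were drawn without equal numbers per subset. Over 100 random draws of 122 CD4+ T-like cells per group, the mean JSD between donor A in lane 1 and the groups of donors B-D in lanes 2 and 3 was 0.703 (SD 0.0436 over draws). The 3 groups gave 0.558, 0.574 and 0.976, so that the mean rests in part on 1 group, while the other groups stayed above all comparisons within donor A. SDs over draws describe the subsampling and are not replicate errors. Of the settings tried, the first 2 principal components in place of UMAP moved the donor JSD most, to 0.428.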

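In lanes 1, 4, 2 and 3, CD4+ T-like cells made up 42.1%, 46.2%, 39.4% and 42.9% of donor A cells, CD8+ T-like cells 17.6%, 16.4%, 17.3% and 17.0%, and CD14+ monocyte-like cells 15.8%, 11.2%, 12.4% and 13.4%. NK-like cells made up 7.82%, 8.67%, 10.5% and 7.08%, B-like cells 5.05%, 6.42%, 7.69% and 7.31%, and CD16+ monocyte-like cells 4.69%, 4.12%, 5.67% and 5.42%. The denominators were all 3606, 4485, 741 and 424 donor A cells of these lanes. Counts of cells were tested with edgeR, lanes as replicates, in place of the paper's test of proportions, which takes cells as replicates. None of 9 types changed at an adjusted p under 0.05 between mixed and unmixed lanes, the smallest adjusted p being 0.647, for B-like cells (log2 fold change 0.39) and CD16+ monocyte-like cells (0.34, unadjusted p = 0.144). No type had an unadjusted p under 0.05 either, and an exact permutation test of 2 against 2 lanes cannot give a p below 0.333. Without lane 4, 2 types passed the threshold, B-like cells (log2 fold change 0.58) and dendritic-like cells (-1.47), both at an adjusted p of 0.0309 from edgeR. The share of dendritic-like cells in lane 1 was 1.44%, from 52 cells, against 0.312%, 0.540% and 0.472% in lanes 4, 2 and 3. Doublet calls had taken 22.7% of the dendritic-like cells of lane 1 and 61.1% of those of lane 4, and with doublets kept the shares were 1.69%, 0.741%, 0.989% and 0.437% in lanes 1, 4, 2 and 3. The difference in monocytes between the unmixed lanes themselves, 15.8% against 11.2%, was wider than that between lanes 2 and 3.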

**Fig. 3:**
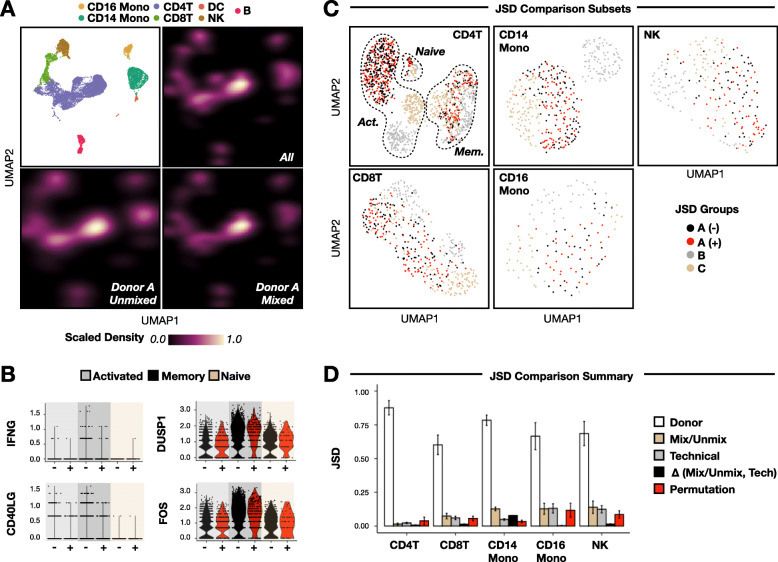
Mixing HLA-mismatched PBMCs does not cause allogenic response during multiplexed scRNA-seq sample preparation. **a** Sample classification results plotted as densities in PBMC gene expression space (top left) grouped according to unmixed donor A PBMCs (bottom left), mixed Donor A PBMCs (bottom right), and Donors A-C PBMCs (top right). **b** Expression of genes known to be upregulated (e.g., IFNG and CD40LG) or downregulated (e.g., DUSP1 and FOS) by CD4+ T lymphocytes during an allogenic response across unmixed (black) and mixed (red) donor A CD4+ T cell subsets. **c** Representative CD4+ T cell, CD8+ T cell, CD14+ monocyte, CD16+ monocyte, and NK cell gene expression embeddings following iterative subsetting to select equal numbers from each JSD comparison group. Cells are colored according to donor ID (e.g., **a**, **b**, **c**) and mixing status (e.g., − = unmixed, + = mixed). *n* = 1336 CD4+ T cells, 448 CD8+ T cells, 864 CD14+ monocytes, 136 CD16+ monocytes, and 224 NK cells. **d** JSD analysis summary. Bar plots denote average JSD between PBMC donors (white), mixed/unmixed donor A cells (beige), technical replicates (gray), and donor A cells following label permutation (red). Difference in JSD scores between mixed/unmixed and technical replicates depicted in black. Error bars denote +/− 1 standard deviation. *n* = 100 iterations

Next, we focused on CD4+ T cells because of their known involvement in alloreactivity [13–16]. 

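IFNG and CD40LG, which rise in CD4+ T cells in an allogeneic response, and DUSP1 and FOS, which fall, were compared between mixed and unmixed donor A CD4+ T-like cells. In lanes 1, 4, 2 and 3, IFNG had 2.45, 1.74, 1.34 and 2.08 CPM, on 20, 18, 2 and 2 UMIs, CD40LG 46.1, 51.2, 47.4 and 46.7, DUSP1 626, 615, 591 and 589, and FOS 801, 745, 762 and 760. The log2 fold changes from unmixed to mixed were -0.33 for IFNG (standard error 0.72), -0.05 for CD40LG (0.14), -0.07 for DUSP1 (0.05) and -0.01 for FOS (0.05). Adjusted over the list alone the p from edgeR was 0.782 for each, and over all genes tested it was 0.979 or more. FOS changed sign when doublets were kept, to 0.02. Median depths of these cells were 5189.5, 4881.5, 5087.5 and 5205 UMIs. After each cell was thinned to 2000 UMIs, which left out 9, 9, 0 and 1 cells with fewer, the share of cells with a CD40LG UMI was 7.82%, 9.36%, 7.53% and 12.2% (20.2%, 20.8%, 19.5% and 20.3% before thinning), and with an IFNG UMI 0.663%, 0.291%, 0.343% and 0 of 181 cells, with an exact upper bound of 2.02% (1.05%, 0.725%, 0.685% and 1.10% before thinning). In CD14+ monocyte-like cells, which should lack both transcripts, 0 of 540 cells of lane 1 thinned alike had a CD40LG UMI, with an exact upper bound of 0.681%, and 0.185% had an IFNG UMI, at a median depth of 5454 UMIs. In lanes 4, 2 and 3 an IFNG UMI was seen in 0 of 475, 0 of 91 and 0 of 55 of these cells, with exact upper bounds of 0.774%, 3.97% and 6.49%.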

Mixed and unmixed donor A CD4+ T cells expressed genes known to be involved in an allogeneic response [13–16] at similar levels (Fig. 3b). Similar to the full dataset, mixed and unmixed donor A cells were clustered together in CD4+ T cell gene expression space (Fig. 3c, top left). 

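Within CD4+ T-like cells the mean JSD between mixed and unmixed donor A cells (lanes 1 and 4 against lanes 2 and 3) was 0.0239 (SD 0.0128 over draws). It was 0.0233 between the technical replicates in lanes 1 and 4 (SD 0.0221) and 0.0143 between the mixed lanes 2 and 3. The mean of the mixed comparison exceeded that of the technical replicates by 6.15e-04, and it was the larger in 63 of 100 draws. Between lanes 2 and 3 of the same barcode group, the 3 groups of donors B-D had a mean of 0.0325. The paper writes the mixed comparison as A1/A4 against A2/A4, which was read as A1/A4 against A2/A3.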

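Subset patterns were compared as shares of donor A CD4+ T-like and unnamed T cells together, 1683, 2339, 333 and 203 cells in lanes 1, 4, 2 and 3. The activated pattern took 51.3%, 54.9%, 56.5% and 58.6%, the memory pattern 38.9%, 33.5%, 31.2% and 31.0%, and the naive pattern, held by the unnamed T cells led by CD8B, 9.80%, 11.5%, 12.3% and 10.3%. The log2 fold changes were 0.11, -0.21 and 0.10, with adjusted p of 0.542, 0.451 and 0.616 from edgeR, and no pattern had an unadjusted p under 0.05. Both mixed lanes had a lower memory share than both unmixed lanes. The exact permutation test has the same lower limit as for cell types. Without lane 4 the memory pattern passed the threshold, with a log2 fold change of -0.32 and an adjusted p of 0.0272.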

Finally, no statistically-significant shifts in CD4+ T cell subtype frequencies were linked to mixing status (Additional file 1: Fig. S3C, S3D).

Expanding our analysis to other PBMC cell types, we next applied two unbiased approaches to measure any putative allogeneic response signature. First, we used the dissimilarity metric Jensen-Shannon Divergence (JSD) [25] to compute sample-level differences for each PBMC cell type. To control for differences in cell type proportions, we randomly subsetted equal numbers of each cell type from each experimental group during PBMC sub-clustering (Fig. 3c) and repeated this workflow 100 times. Across the 100 iterations, we then computed the average JSD scores between donors, unmixed and mixed donor A cells, and technical replicates (Computational methods). For all cell types, inter-donor JSD scores were greater than those linked to mixing status and technical replicate, while mixing status JSD scores were greater than technical replicate JSD scores for CD8+ T cells, CD14+ monocytes, and NK cells (Fig. 3d).

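Draws held 69 CD8+ T-like, 57 CD14+ monocyte-like, 29 NK-like and 17 CD16+ monocyte-like cells per group in 10 groups, the last 2 types with fewer than the 50 cells the methods require. Mean JSD between donors was 0.592, 0.774, 0.653 and 0.805 in these types. Between mixed and unmixed donor A cells it was 0.0457, 0.0455 (SD 0.0103), 0.0914 (0.0238) and 0.132 (0.0381), and between technical replicates 0.0399 (0.0247), 0.0475 (0.0153), 0.0761 (0.0357) and 0.125 (0.0780). The donor JSD was above the mixing JSD in 100 of 100 draws for each of the 5 types, in every setting tried. By barcode group of donors B-D it was 0.465, 0.378 and 0.934 in CD8+ T-like and 0.855, 0.481 and 0.986 in CD14+ monocyte-like cells. The groups gave 0.6435, 0.373 and 0.942 in NK-like and 0.784, 0.652 and 0.978 in CD16+ monocyte-like cells. As in CD4+ T-like cells, the donor means rest in part on the highest group. The mixing JSD exceeded the technical JSD by 0.00571 in CD8+ T-like, 0.0154 in NK-like and 0.00632 in CD16+ monocyte-like cells, and in CD14+ monocyte-like cells the difference was -0.00204. These differences are smaller than their SD over draws, and the mixing JSD was the larger in 61, 73, 55 and 39 of 100 draws of CD8+ T-like, NK-like, CD16+ monocyte-like and CD14+ monocyte-like cells. With doublets kept, the difference was 0.0113 in CD14+ monocyte-like and -0.00241 in CD4+ T-like cells.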

To determine the likelihood of observing elevated mixing status JSD scores relative to technical replicates by chance, we repeated this workflow after permuting donor A classifications. Specifically, we reasoned that if permuted JSD scores were greater than the difference between observed mixing status and technical replicate JSD scores, then the observed differences are not significant. To this end, JSD scores after donor A label permutation were larger than the experimental JSD score differential in all cell types except CD14+ classical monocytes (Fig. 3c).

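After donor A lane labels were permuted within each cell type, the mean JSD between mixed and unmixed labels was 0.0183 in CD4+ T-like, 0.0406 in CD8+ T-like, 0.0426 in CD14+ monocyte-like, 0.0847 in NK-like and 0.118 in CD16+ monocyte-like cells. It was larger than the difference between the mixing and technical JSD in 5 of 5 types, in every setting tried. This sets a JSD level against a difference of levels, which is passed readily, so the 5 of 5 decides little. The JSD between lanes 1 and 4 after permutation was 0.0186, 0.0416, 0.0433, 0.0842 and 0.121 in the same order. The permuted mixing JSD was below the observed one in each of the 5 types, by less than the SD over draws. From this comparison the paper reasons that a difference smaller than the permuted JSD is not significant, and it names CD14+ classical monocytes as the exception.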

The second unbiased approach we utilized to look for allogeneic response signatures was Gene Set Enrichment Analysis (GSEA) [26, 27]. Specifically, we applied GSEA to donor A cells from each PBMC cell type to determine whether pathways involved in immune activation and/or alloreactivity were enriched in mixed relative to unmixed cells. This analysis revealed that among unmixed donor A cells, activated CD4+ T cells were enriched for humoral immune response genes and dendritic cells were enriched for epigenetic regulation and cell killing (Additional file 2: Supplemental Table 1). 

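The gene sets used by the paper were not used here, and GSEA was not run. Lists of genes for T cell activation, interferon response, early stress response, cytotoxicity and ribosomal proteins, written out by hand without reference to the values, were tested in each cell type with camera on the sums per lane. In cells with the activated pattern, the cytotoxicity list (10 genes) was higher in mixed cells, with a median log2 fold change of 0.21 against -0.02 for all genes and an adjusted p of 0.00468. It did not hold under fry, with an adjusted p of 0.126, nor with donor A called by HTODemux (0.132), and without lane 1 or lane 3 the adjusted p was 0.0633 and 0.243. The T cell activation list (12 genes) had a median of -0.18 in these cells, with an adjusted p of 0.0829. In cells with the memory pattern 1 of 7727 genes changed, lower in mixed cells, with 1 by DESeq2. In cells with the activated pattern 13 of 8036 genes changed, all higher in mixed cells, with 4 by DESeq2. The count was 6 with doublets kept, 7 with donor A called by HTODemux, 2 without lane 3, 8 without lane 2, 9 without lane 4 and 19 without lane 1, of which 2 were lower. Among the 13 genes of the activated pattern, LYZ, S100A8 and GNLY rose by 1.80, 1.42 and 1.42. GNLY had 9.23 and 7.50 CPM in lanes 1 and 4 and 22.0 and 22.6 in lanes 2 and 3. Over all cells it stood at 563 and 631 in the unmixed and 916 and 992 in the mixed lanes. It was higher in mixed cells in only 3 of 7 cell types. Free RNA was not tested for GNLY or for the cytotoxicity list and stays open. Dendritic-like cells of donor A numbered 52, 14, 4 and 2 in lanes 1, 4, 2 and 3, too few for a test of expression.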

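In CD4+ T-like cells, 7 of the 10 genes that changed between mixed and unmixed donor A cells are given by name, and 3 were set aside because they can describe a person. LYZ (ENSG00000090382) had 21.6 and 20.2 CPM in unmixed lanes 1 and 4 and 54.8 and 73.7 in mixed lanes 2 and 3, a log2 fold change of 1.58 (standard error 0.15, adjusted p = 4.52e-07 from edgeR). S100A8 (ENSG00000143546) rose by 1.24 (standard error 0.17, adjusted p = 1.36e-04) and S100A9 (ENSG00000163220) by 0.94 (standard error 0.14, adjusted p = 3.72e-04). All 3 are abundant in monocytes, and LYZ stood at 3876 and 4548 CPM over all cells of the mixed lanes against 2391 and 1710 in the unmixed lanes. KLRB1 (ENSG00000111796) had 215 and 217 in the unmixed and 116 and 137 in the mixed lanes, a log2 fold change of -0.79 (standard error 0.09, adjusted p = 3.02e-06). These 4 genes follow from a rule on named genes fixed in advance. RPL17 (ENSG00000265681), EEF1G (ENSG00000254772) and SNORA76 (ENSG00000266402), named after their values were seen, rose by 0.28, 0.42 and 0.46. LYZ, S100A8 and KLRB1 kept an adjusted p under 0.05 with any 1 lane left out. S100A9 lost it without lane 4 (adjusted p = 0.0566), EEF1G without lane 3 (0.0746), and RPL17 and SNORA76 without lane 4 (0.992 and 0.210) or lane 3 (0.299 and 0.480). In B-like cells ID3 rose by 1.58 (standard error 0.23, adjusted p = 1.1e-07 from edgeR). S100A9 rose there by 1.38 (0.27, adjusted p = 7.37e-04) and RNGTT by 1.30 (0.32, adjusted p = 0.0447). In CD14+ monocyte-like cells IFIT2 rose by 1.21 (0.28, adjusted p = 0.0319) and SNORA76 by 0.71 (0.16, adjusted p = 0.0219). WDR74 rose there by 0.67 (0.13, adjusted p = 4.77e-04). In these types S100A9, RNGTT and SNORA76 lost significance in 5, 7 and 6 of 9 alternative settings. ID3 lost significance without lane 1 (adjusted p = 0.372) or lane 4 (0.528), WDR74 without lane 2 (0.534) and IFIT2 without lane 1 (0.0543), 4 (0.249) or 2 (0.924). DESeq2 called 0 genes in both of these types, where edgeR had 246 and 368 genes at an unadjusted p under 0.05. Of the 5 lists in CD4+ T-like cells, cytotoxicity had a median log2 fold change of 0.07 and T cell activation of -0.16, both with an adjusted p of 0.156. In the other cell types no list passed the threshold, the smallest adjusted p being 0.0861, for a lower interferon response list in CD8+ T-like cells. Where a list's median and the direction of its test differed in sign, the adjusted p was 0.498 or more.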

Notably, these detected gene sets in unmixed cells are not consistent with an allogeneic response, and no enriched gene sets were identified among any mixed donor A cell types.

It is conceivable that the presence of LMOs and antibody-DNA barcodes could delay or block any allogeneic response between PBMCs from unrelated donors. To explore this possibility, we repeated our analytical workflow on a publicly-available scRNA-seq dataset where PBMCs from two unrelated healthy donors were sequenced in isolation and after pooling and incubation on ice for 30 min [18]. Mirroring our previous observations, mixing was not robustly associated with any statistically-significant shifts in PBMC cell type proportions (Additional file 1: Fig. S4A, S4B) or CD4+ T cell subtypes (Additional file 1: Fig. S4C, S4D). Moreover, cells clustered primarily by donor and not mixing status (Additional file 1: Fig. S4E), and inter-donor JSD scores were greater than mixing status JSD scores for all cell types (Additional file 1: Fig. S4F). Although this experimental design did not allow comparisons between JSD scores linked to mixing status and technical replicates, permuted and mixing status JSD scores were on-par for most cell types (including CD14+ monocytes; Additional file 1: Fig. S4F). Finally, while GSEA identified a number of enriched gene sets among mixed PBMCs in these data (e.g., protein trafficking, translation, non-sense mediated decay, viral gene expression, and amino acid metabolism; Additional file 2: Supplemental Table 2), these gene sets were unrelated to alloreactivity and were shared across most PBMC cell types, suggesting they were caused by batch effects between the mixed and unmixed scRNA-seq libraries.

Collectively, these targeted and unbiased quantitative comparisons across all PBMC cell types in two, independently-generated scRNA-seq datasets demonstrate that mixing PBMCs from unrelated donors under standard multiplexed scRNA-seq sample preparation conditions (e.g., 30 min co-incubation at 4 °C) does not result in a detectable allogeneic transcriptional response.

## Discussion

Sample multiplexing approaches for scRNA-seq are being increasingly utilized by the single-cell genomics field to reduce assay costs while improving data breadth and quality. However, the impact of pooling PBMCs from unrelated donors during scRNA-seq sample preparation on gene expression patterns has not yet been adequately quantified. Here, we used the 10x Genomics scRNA-seq platform to directly compare the gene expression profiles of PBMCs prepared for sequencing alone or after mixing with PBMCs from unrelated donors for 30 min at 4 °C. We found no evidence of global changes in gene expression profiles in any PBMC cell type (quantified using JSD and GSEA), PBMC cell type proportions, or alloreactivity marker gene expression in CD4+ T cells linked to PBMC mixing status. Although PBMCs actively participating in an allogeneic response were not included in this study, these observations were mirrored in an independently-generated, publicly-available PBMC scRNA-seq dataset [18], demonstrating that mixing unrelated PBMCs during sample-multiplexed scRNA-seq sample preparation does not result in a detectable allogeneic response. Notably, it is possible that cellular responses to pooling could be detected by assays measuring levels of biological information with faster regulatory kinetics (e.g., cell surface protein assays [28, 29]) or under different scRNA-seq experimental conditions (longer periods of co-incubation at higher temperatures, mixing cells from distinct species, etc.). To this end, the experimental design employed in this study can be used to benchmark the prevalence of sample mixing-specific confounders in future single-cell genomics experiments.

In addition to the alloreactivity analysis, we found that Trima apheresis can introduce confounding variables into scRNA-seq data, which suggests that this PBMC preparation method should be avoided in future experiments. Moreover, we found that SCMK demultiplexing results were biased against activated CD4+ T cells and other lymphoid cell types. This observation was mirrored in two scRNA-seq datasets generated (i) in the absence of LMOs and (ii) with optimized SCMK antibody-DNA labeling conditions. These findings are in contrast to the original Cell Hashing report [3], where PBMCs were systematically demultiplexed following incubation with a panel of DNA-conjugated antibodies selected for their uniform targeting of all known PBMC cell populations. Notably, the exact antigens targeted by the commercial SCMK reagents used in this study are proprietary and unknown, but our findings suggest that the “universal” antigens targeted by these antibody-DNA conjugates may be differentially-expressed by distinct cell types in ways that interfere with sample classification. It remains to be determined whether “universal” Cell Hashing reagents from BioLegend, which target human beta-2-microglobulin and CD298, suffer from similar performance issues. Thus, users should exercise caution before using SCMK reagents, for example by testing the uniformity of antibody binding conducting flow-cytometry experiments with fluorophore-conjugated DNA probes that hybridize to SCMK oligonucleotide domains. In any case, validation of surface antigen expression across all cells in a given experimental system and/or careful data quality-control is necessary to avoid systematically-biased interpretations.

## Conclusion

Collectively, this study proposes three critical benchmarks for future sample-multiplexed scRNA-seq analyses of PBMCs. First, we demonstrate that alloreactivity can be disregarded as a potential confounder when analyzing scRNA-seq data from PBMCs of unrelated donors pooled under standard multiplexed scRNA-seq sample preparation conditions. These conclusions may not, however, be generalizable to all single-cell genomics assays or sample preparation workflows. Second, we demonstrate that Trima apheresis of PBMCs introduces artifactual gene expression signatures which can confound downstream scRNA-seq data analyses. Third, we demonstrate that SCMK reagents are biased against certain PBMC cell types, which illustrates the importance of validating antibody-based sample multiplexing technology performance.

## Experimental methods

### scRNA-seq sample preparation, 8-donor MULTI-seq/SCMK PBMC experiment

PBMCs were provided by the Vitalant Research Institute. PBMCs were thawed at 37 °C and washed one time with warm media (RPMI (Corning, Cat#10-040-CV), supplemented with 10% FBS (VWR, Cat#97068-085) and Benzonase (1:1000, Sigma-Aldrich, Cat#E1014)) and one time with 2% FBS in PBS (Ca^++^ and Mg^+^ free, Corning, Cat#21-031-CV) before counting cells (Nexcelom K2). Live cells were then enriched using a dead-cell removal kit (STEM Cell, Cat#17899). Live cells were then washed with PBS and labeled with LMOs, as described previously [2]. LMOs were then quenched while washing cells with 1% BSA in cold PBS. Cells were then incubated with 5ul human Fc Block with 95ul 2% FBS in PBS at 4 °C for 15 min before staining with SCMK and AbSeq antibodies (BD Biosciences) at 4 °C for 60 min. Notably, AbSeq data was not analyzed in this study, and a subset of donor A PBMCs were not labeled with antibody-DNA conjugates (sequenced in microfluidics lane 4). Cells were then washed twice by using 0.04% BSA (non-acetylate, Sigma-Aldrich; B6917) in cold media before incubation for 30 min at 4 °C either alone (e.g., donor A) or in a pooled format (e.g., donors A–D or A–H). Cell viabilities for each donor prior to pooling ranged from 89 to 97%. Finally, cells were isolated via droplet emulsion across four 10x Genomics microfluidic lanes (V2) to yield 5000 cells.

### scRNA-seq sample preparation, 7-donor SCMK PBMC experiment

Healthy donor PBMCs were used from the ImmVar project [30], isolated from whole blood, and frozen as described therein. Vials from 7 patients, each with 1 million, were thawed at 37 °C and washed once with warm media before staining with SCMK antibodies. Briefly, cells were stained for 20 min at room temperature before being washed 3 times in 2 mL BD stain buffer. Cells were then counted, pooled, resuspended in 0.04% BSA in PBS, and isolated via droplet emulsion across a single 10x Genomics microfluidic lane (V2) to yield 50,000 cells.

### Next-generation sequencing and library preparation

cDNA expression, MULTI-seq, and SCMK libraries were prepared as described previously [2] or according to supplier recommendations. Notably, following size-selection of MULTI-seq and SCMK oligos after cDNA amplification, two separate sample-index PCRs were performed for the MULTI-seq and SCMK oligos using separate i7 indices. For the 8-donor and 7-donor PBMC experiments, cDNA expression and SCMK libraries were pooled and sequenced on a single NovaSeq 6000 lane (one lane per experiment). MULTI-seq libraries were sequenced separately using the MiSeq (V3).

## Computational methods

### Data pre-processing

Eight next-generation sequencing libraries from four separate experiments were analyzed in this study. Data pre-processing details for each library are summarized below:

**Table:** 

Experiment	Library	Details
8-Donor PBMC	scRNA-seq	Cell Ranger (v3.0.0), hg19 reference, read-depth normalization. In silico *genotyping* using souporcell [8]
8-Donor PBMC	MULTI-seq	deMULTIplex (v1.0.2), Hamming Distance = 1
8-Donor PBMC	SCMK	deMULTIplex (v1.0.2), Hamming Distance = 5
7-Donor PBMC	scRNA-seq	Cell Ranger (v3.0.0), custom hg19 reference containing SCMK barcodes. In silico genotyping using Demuxlet [7] (genotype error offset = 0.1, alpha = 0.0, 0.5, mapping quality = 255)
7-Donor PBMC	SCMK	Cell Ranger (v3.0.0) custom hg19 reference containing SCMK barcodes. R2 FASTQs trimmed using Trimmomatic [31] (single-end mode, HEADCROP = 25, CROP = 45)
Zheng et al. PBMC	scRNA-seq	Cell Ranger (v3.0.0), hg19 reference, read-depth normalization
2-Condition PBMC (BD)	scRNA-seq	Downloaded from provider [19]
2-Condition PBMC (BD)	SCMK	Downloaded from provider [19]

Notably, because the MULTI-seq and SCMK barcode sequences are 8 and 40 nucleotides in length, respectively, the Hamming Distance alignment threshold applied to SCMK data was increased to 5 (default = 1) to account for the increased probability of random sequencing errors.

### Data quality-control

The same quality-control workflows were applied to the 8-donor (Additional file 1: Fig. S5) and Zheng et al. (Additional file 1: Fig. S6) PBMC datasets using Seurat [32, 33]. First, cells with fewer than 250 RNA UMIs and genes with fewer than 3 UMIs across all cells were discarded. These parsed datasets were then normalized using “SCTransform” prior to unsupervised clustering and dimensionality reduction using PCA and UMAP. Low-quality cells selected via membership in clusters associated with low total RNA UMIs and/or high proportions of mitochondrial gene expression were then removed (Additional file 1: Fig. S5A, S6A).

Next, we split the cleaned datasets by microfluidic lane-of-origin and identified heterotypic doublets using DoubletFinder [34]. Notably, DoubletFinder was run on each lane independently to ensure that representative artificial doublets were constructed for each lane (e.g., multi-donor doublets were not generated for the unmixed data subsets). Moreover, we did not use MULTI-seq, SCMK, or souporcell classification results for doublet detection because each approach would produce different results for each lane (e.g., no doublets would be detected for single-donor datasets). DoubletFinder resulted in the removal of 1287 and 1832 heterotypic doublets in the 8-donor PBMC (Additional file 1: Fig. S5B) and Zheng et al. PBMC (Additional file 1: Fig. S6B) datasets, respectively. 

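The number of doublets to remove was set to the paper's share of cells, so the count of 1292 removed here is not an independent value. Calls came from nearest neighbors among artificial doublets, made within each lane with the paper's pN and pK and without DoubletFinder itself. Before this step, 1753 of the 18453 cells were removed with clusters whose median mitochondrial share was above 10%, and the minimum of 250 UMIs removed none, as the lowest count was 500. Calls took 37.9% of 301 dendritic-like cells, 13.6% of 2928 CD8+ T-like cells and 5.10% of 6309 CD4+ T-like cells, so that removal changes the shares of some types. Among cells that the authors' MULTI-seq calls name as doublets, 17 of 108 in lane 2 and 18 of 168 in lane 3 were called doublets here.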

DoubletFinder parameters were optimized using the “paramSweep_v3,” “summarizeSweep,” and “find.pK” functions in the “DoubletFinder” R package, as described previously [34]. DoubletFinder parameters are summarized below:

**Table:** 

Dataset	pK	pN
8-Donor, Lane 1 (A)	0.01	0.25
8-Donor, Lane 2 (A-D)	0.01	0.25
8-Donor, Lane 3 (A-H)	0.01	0.25
8-Donor, Lane 4 (A)	0.01	0.25
Zheng et al., Lane 1 (X)	0.07	0.25
Zheng et al., Lane 2 (Y)	0.09	0.25
Zheng et al., Lane 3 (X,Y)	0.08	0.25

Notably, a simplified quality-control workflow was applied to the 7-donor and 2-condition PBMC datasets to assess the influence of (i) LMO labeling and (ii) SCMK antibody-DNA labeling conditions on SCMK demultiplexing performance. More stringent quality-control steps were not employed because these datasets were not being used to assess alloreactivity gene expression signatures. Briefly, raw gene expression matrices were parsed as described above before the data was log2-transformed, centered, and scaled. Following unsupervised clustering, the top 2000 variable genes (selection.method = “vst”) were then used for dimensionality reduction using PCA and UMAP. Finally, low-quality cells were removed as described above. Summary statistics for each dataset following quality-control are as follows:

**Table:** 

Dataset	nUMI	nGene	nCell
8-Donor PBMC	5042	1265	15,340
Zheng et al. PBMC	1883	681	24,325
7-Donor PBMC	2222	695	25,140
2-Condition PBMC	2836	996	5419

### PBMC cell type annotation

We annotated cell types within each PBMC dataset using literature-supported cell type marker genes [32, 33, 35] and identified most major cell types found in peripheral blood in the 8-donor (Additional file 1: Fig. S5C), Zheng et al. (Additional file 1: Fig. S6C), 7-donor (Additional file 1: Fig. S8A), and 2-condition (Additional file 1: Fig. S8B) PBMC datasets. Marker genes employed are as follows: CD4+ T lymphocytes (IL7R), CD8+ T lymphocytes (CD8A), NK cells (SPON2), B lymphocytes (MS4A1), classical monocytes (CD14), non-classical monocytes (FCGR3A), dendritic cells (CLEC10A), platelets (PF4), proliferative cells (MKI67), plasma cells (MZB1), plasmacytoid dendritic cells (LILRA4), granulocytes (GATA2), neutrophils (LTF), erythrocytes (HBB), macrophages (GBP1), CD3/CD28-stimulated NK cells (GNLY), and CD3/CD28-stimulated T cells (ENO1).

We additionally annotated three CD4+ T cell subsets in the 8-donor (Additional file 1: Fig. S7A), 7-donor (Additional file 1: Fig. S7B), and Zheng et al. (Additional file 1: Fig. S7C) PBMC datasets as follows: activated (SELL-high, S100A4-low, GPR183-high), memory (SELL-low, S100A4-high, GPR183-high), and naïve CD4+ T cells (SELL-high, S100A4-low, GPR183-low).

### MULTI-seq, SCMK, and souporcell classification

For the 8-donor PBMC dataset, cells were classified into donor groups using three different workflows. First, MULTI-seq and SCMK barcode count matrices were fed into the “classifyCells” and “findThresh” functions in the deMULTIplex R package [2]. Second, MULTI-seq and SCMK barcode count matrices and the raw .h5 file (from Cell Ranger) were fed into demuxEM (*p* = 8), an alternative sample classification pipeline [4]. Third, position-sorted BAM files (from Cell Ranger) were fed into the in silico genotyping pipeline, souporcell (*k* = 8) [8]. For the 7-donor PBMC dataset, SCMK barcode count matrices were only analyzed using deMUTIplex, as deMULTIplex, DemuxEM, and souporcell results were observed to be consistent. For the Zheng et al. PBMC dataset, donor identifies were inferred using souporcell (*k* = 2), as MULTI-seq/SCMK barcode count matrices were unavailable. For the 2-condition PBMC dataset, classifications were provided from the supplier.

### PBMC cell type proportion analysis

To determine whether mixing PBMCs from unrelated donors results in changes in PBMC cell type proportions in the 8-donor (Additional file 1: Fig. S3B) and Zheng et al. (Additional file 1: Fig. S4B) PBMC datasets, we first computed the frequency of each cell type grouped according to donor and microfluidic lane. Statistically-significant proportional differences between groups were then identified on a per-cell-type basis using the “pairwise.prop.test” function in the stats R package using default arguments. Evidence of alloreactivity-associated shifts in cell type proportions was assessed by comparing *p* values for donor A cell type proportions. 

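Each lane's share of each of 9 cell types was set against the range of the remaining 3 lanes. Lane 4 lay outside that range for 7 types, lane 1 for 5, lane 2 for 4 and lane 3 for 2. For CD4+ T-like cells lane 4 exceeded the mean of lanes 1 to 3 by 4.68 percentage points, against a range of 3.52 points among those lanes, and for CD14+ monocyte-like cells its difference was -2.68 points against a range of 3.34. The mean of mixed lanes 2 and 3 differed from lane 1 by -2.82 points for CD14+ monocyte-like and 2.46 points for B-like cells. With doublets kept, lane 4 lay outside for 6 types. In an edgeR test of lane 4 against lanes 1 to 3, added after seeing the data, 0 of 9 types passed an adjusted p of 0.05. The smallest was 0.185, for dendritic-like cells (log2 fold change -1.89, unadjusted p = 0.0205). This test assumes that the single lane varies as the others do.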

Statistically-significant shifts were never identified between donor A cells from microfluidic lane 1 (A1) and A2/A3 cells, although shifts were detected between A1/A2/A3 and A4, perhaps due to technical variability. This workflow was additionally repeated for CD4+ T cell subsets (8-donor: Additional file 1: Fig. S3D; Zheng et al.: Additional file 1: Fig. S4D) yielding similar results.

### Jensen-Shannon Divergence (JSD) analysis

To perform global comparisons of gene expression profiles between mixed and unmixed PBMCs in the 8-donor and Zheng et al. PBMC datasets, we used JSD in the following workflow. First, each PBMC cell type was randomly down-sampled to include equal numbers of cells from each donor and microfluidic lane (representative UMAPs for 8-donor: Additional file 1: Fig. 3c; Zheng et al.: Additional file 1: Fig. S4E). Down-sampling in this fashion ensures that any observed differences are due to gene expression state and not cell type proportions. Next, UMAP embeddings were computed for each cell type, and UMAP coordinates for each donor/lane group were used to compute group-wise 2-dimensional kernel density estimations with the “kde2d” function in the “MASS” R package [36]. Next, kernel density estimations were fed into the “JSD” function in the philentropy R package [37] to generate a JSD matrix representing the global dissimilarity between each donor/lane group. Finally, JSD scores for each cell type were scaled from 0 to 1, and this process was repeated 100 times. Notably, CD4+ T cells were down-sampled to include equal numbers of each CD4+ T cell subtype from each donor/lane group, and cell types with < 50 cells in any donor/lane group were excluded (e.g., 8-donor: B cells and dendritic cells; Zheng et al.: CD16+ monocytes, dendritic cells, and platelets).

Global differences in gene expression were then summarized as the average and standard deviation of JSD scores across the 100 iterations. Specifically, we quantified the difference between donors (donor A cells from microfluidics lane 1 (A1) vs B2/B3/C2/C3), between mixed and unmixed donor A cells (A1/A4 vs A2/A4), and between technical replicates (A1 vs A4). We then quantified the magnitude of variability due to algorithm performance by repeating this entire workflow after permuting donor A classifications 100 times. Finally, we contextualized the significance of differences in JSD scores associated with mixing status and technical noise via comparison to the average and standard deviation of permuted JSD scores (8-donor: Additional file 1: Fig. 3D; Zheng et al.: Additional file 1: Fig. 4F).

### Gene Set Enrichment Analysis (GSEA)

To perform global comparisons of gene expression profiles between mixed and unmixed PBMCs in the 8-donor and Zheng et al. PBMC datasets, we used GSEA in the following workflow. First, we used the “FindMarkers” differential gene expression analysis function (test.use = “MAST”; logfc.threshold = 0) in Seurat to compute *p* values for every expressed gene among each mixed and unmixed donor A PBMC cell type. Signed *p* values were then fed into GSEA using “pre-ranked” mode, and enriched gene sets were identified as those with nominal *p* values and false discovery rate *q* values below 0.05.

## Supplementary Information

**Additional file 1: Figure S1.** Analysis of SCMK classification bias on PBMC scRNA-seq datasets (e.g., 7-donor PBMC, resting/stimulated PBMC) generated without LMOs. **Figure S2.** Analysis of gene expression signatures associated with Trima apheresis. **Figure S3.** Analysis of PBMC cell type proportions across different experimental conditions. **Figure S4.** Analysis of PBMC cell type proportions and gene expression states linked to alloreactivity in Zheng et al. scRNA-seq dataset. **Figure S5.** scRNA-seq quality-control and cell type annotation workflow, 8-donor PBMC dataset. **Figure S6.** scRNA-seq quality-control and cell type annotation workflow, Zheng et al. PBMC dataset. **Figure S7.** CD4+ T-cell subset classification workflow for 8-donor, 7-donor, and Zheng et al. scRNA-seq datasets. **Figure S8.** PBMC cell type annotation workflow, 7-donor PBMC and resting/stimulated PBMC datasets.

**Additional file 2: Supplemental Table 1.** List of enriched gene sets amongst PBMC cell types as determined by GSEA for 8-donor PBMC scRNA-seq dataset. **Supplemental Table 2.** List of enriched gene sets amongst PBMC cell types as determined by GSEA for Zheng et al. PBMC scRNA-seq dataset.

## Data Availability

All code used for single cell analysis and data visualization is available via Github (github.com/chris-mcginnis-ucsf/PBMC_Allo). Raw gene expression, MULTI-seq, and SCMK barcode count matrices and FASTQs were uploaded to the Gene Expression Omnibus (GSE161329).

## Abbreviations

scRNA-seq: Single-cell RNA sequencing
PBMC: Peripheral blood mononuclear cells
MULTI-seq: Sample multiplexing using lipid-tagged indices
SCMK: Single-cell multiplexing kit
HLA: Human leukocyte antigen
LMO: Lipid-modified oligonucleotide
NK: Natural killer cell
JSD: Jensen-Shannon Divergence
GSEA: Gene Set Enrichment Analysis

How the deposited data were processed for this re-analysis (not part of the article)

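PBMCs of 8 donors were profiled in 4 droplet lanes of the 10x Genomics platform. Donor A was alone in lanes 1 and 4, with donors B-D in lane 2 and with donors B-H in lane 3. A further library held PBMCs of 7 donors labeled with SCMK antibodies. The authors' files give RNA UMI counts per gene and cell from Cell Ranger against hg19, with read-depth normalization between lanes stated for the 8-donor experiment, and barcode UMI counts per cell with deMULTIplex calls. RNA UMIs per lane ranged from 20630894 to 24716542. The dataset from the reagent supplier and that of Zheng et al. were not analysed here.

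Data were processed in R 4.3.3 with Seurat 5.3.0 and sctransform 0.4.2. Cells with fewer than 250 UMIs and genes with fewer than 3 UMIs were to be removed; no cell fell under the limit, and 18088 of 32738 genes stayed in the 8-donor and 17634 in the 7-donor data. Clusters with a median mitochondrial share above 10% were removed, then doublets per lane at 7.74% of cells, a share set from the paper's own number, with pN 0.25 and pK 0.01. Clusters came from SCTransform (log-normalization for the 7-donor library), 30 principal components and a Louvain resolution of 0.8, or 0.4 as an alternative. A cluster took the type with the highest mean log2 ratio of its markers over the other cells (pseudocount 20 CPM) when at least 3 markers reached a ratio of 0.5 in 10% of the cells. It stayed unnamed when its 10 leading genes held more markers of another type, or when its UMIs were low and no marker led. Genes the paper names as results were left out of the genes that clusters were built on.

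Donors came from deMULTIplex, rewritten and checked against the authors' calls, with HTODemux at a positive quantile of 0.99 as the alternative. The tables do not tie barcodes to donor names. Donor A was identified by expression, and donors B, C and D were not told apart, so the planned comparison of donors A-C and D-H was replaced by donors A-D against E-H and by the 3 possible assignments of donor D, chosen after the barcode tables were seen. Shares of cells carry exact Clopper-Pearson intervals at 95%, which cover counting error only. No p-value was taken from cells as replicates.

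Expression was tested on sums of counts per donor group or lane, at least 10 cells each, with edgeR 4.0.16 (TMM, quasi-likelihood) and with DESeq2 1.42.0 as the alternative, at an adjusted p of 0.05. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and with fry. The edgeR comparisons of single genes were also run on simulated data with 200 changed genes, and the tests of gene lists and of cell shares were not. JSD was computed over 100 draws with 20 principal components, uwot 0.2.3 (30 neighbors, minimum distance 0.3) and MASS densities on 25 grid points per axis. Its alternatives were the first 2 principal components, a narrower kernel, values not scaled and doublets kept. Named genes are those the paper names and, per test, the 3 with the largest rise and fall among called genes without overlap between groups, apart from genes of the sex chromosomes, HLA, immunoglobulin and T cell receptor genes. Alternatives also covered normalization, the low-count filter, doublets, and leaving out each donor group or lane.

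souporcell, Demuxlet and demuxEM were not run, since they need reads or empty droplets, and GSEA on the paper's gene sets was not run.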

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

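All tests in this part were chosen after the result was seen, apart from that of the KLRB1 cluster. A sample far from the others of its group was sought in 18 groups, and 4 exceeded the limit of Dixon's test, which chance exceeds in about 1 of 20 groups.

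In lane 3, 1 of the 4 groups of donors A-D stood apart from the others, with 579 CPM of HIST1H1C in CD14+ monocyte-like cells, and 415 of IFNG and 5325 of JUN in NK-like cells. It was the same group for all 3 genes. Cells or free RNA of donors E-H, or a fault of lane 3 alone, are argued against by lane 2, which holds no cells of donors E-H and where that group had 704 CPM of HIST1H1C against 20.0 to 30.9 in the others. Sequencing depth is argued against for HIST1H1C, as the group ranked 4 of 8 from the fewest UMIs of CD14+ monocyte-like cells. In NK-like cells it had the most UMIs, but depth is argued against there as well, as the group with the fewest, of donors E-H, had 4250 CPM of JUN (counting interval 3701 to 4858) and 731 of IFNG (515 to 1008), against at most 728 and 49.9 in the remaining groups of donors A-D. Open explanations are the Trima filtration of donor D, if the group is donor D, a difference between donors, or handling of that tube before pooling. The paper states that donor D alone among donors A-D underwent Trima, and that cells grouped mostly by how they were processed. This group alone shared the clusters of donors E-H, which would make it donor D if the paper's account holds. The files do not name the group, and none of the open explanations was tested.

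The counts of changed genes were compared with other splits of the 8 groups. Between donors A-D and E-H, 4 of 35 splits gave as many genes in CD14+ monocyte-like cells and 35 of 35 in NK-like cells. Under the first and second assignments of donor D all 56 of 56 splits gave as many in both types. Where the count itself was 0, every split gives as many by construction, so 35 of 35 and 56 of 56 decide nothing. Under the third, only the assignment itself did, 1 of 56 in each type, and the largest count in another split was 5 in CD14+ monocyte-like and 16 in NK-like cells. The third assignment was not chosen for this, as all 3 were run, but it cannot count as a test of Trima while the group's name is unknown. Because 3 assignments were tried, its share of splits overstates the evidence.

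In lane 2, 1 of 4 donor groups had an SCMK doublet share of 19.0%, against 9.72% in the next. In lane 3, 2 of 8 donor groups held 26.3% of the cells and 65.2% of the SCMK doublet calls. Droplets with 2 cells are argued against, as these would spread over groups in proportion to their cells. The second SCMK barcode had a median of up to 2.22 times that in the remaining groups, but the doublet calls themselves raise this ratio, so it decides nothing. Labeling, carry-over between tubes and the barcode sequences stay open, and no biological explanation was tested.

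In donor A CD4+ T-like cells LYZ was higher in the mixed lanes, with a log2 fold change of 1.58. This gene and the next 2 are outside those the paper discusses. Free RNA or cells of the other donors may be the source. Across 7 genes of the other donors, donor A cells of lane 2 held 1.12% of the level in the other donors, and LYZ in these cells was 1.41% and 1.62% of its level over the whole lane in lanes 2 and 3, against 0.905% and 1.18% in lanes 1 and 4. LYZ was higher in mixed lanes in 6 of 7 cell types, and its log2 fold change in CD14+ monocyte-like cells was 0.02. A response of the cells to mixing was not tested apart from this.

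KLRB1 was lower in the mixed lanes, with a log2 fold change of -0.79. Free RNA is argued against, since the lowest level over a whole mixed lane was 1.08 times the highest over an unmixed lane, so that free RNA would raise it. Whether a lower share of the CD4+ T-like cluster led by KLRB1 accounts for it stays open. That cluster took 12.1% and 11.1% of the CD4+ T-like cells of the unmixed lanes and 5.48% and 8.24% of the mixed lanes, and within it the highest mixed level was 1.05 times the lowest unmixed level, against 1.57 times outside it. As KLRB1 itself leads the cluster, cells that lost it could leave the cluster, so these values decide nothing between a lower share and lower expression. Lanes 2 and 3 held 16 and 15 cells of that cluster.

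RPL17 was higher in the mixed lanes, with a log2 fold change of 0.28, along with EEF1G and SNORA76. Free RNA is argued against, since for 3 of 3 genes the level in CD4+ T-like cells passed that over the whole lane. All 3 genes were higher in 7 of 7 cell types, which a difference between the lanes' libraries would give, and mixing would too. The 7 of 7 so decides nothing between them. With 2 lanes on each side edgeR sets mixing against the spread between lanes, with an adjusted p of 0.00598 for RPL17, but this was 0.992 without lane 4 and 0.299 without lane 3, so both stay open.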

How the results depend on the processing

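The settings added after seeing the data were SCMK doublets counted as unclassified, RNA doublet calls kept in the classification shares, the authors' calls, every cell as the denominator, the assignments of donor D and HTODemux donor calls in the composition. No paired analysis was possible because the lanes and donor groups of a comparison are not matched in pairs. Where a value moved the cause was not tested, apart from settings that use fewer genes or samples.

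Of 213 alternatives of 38 classification results 168 kept within the counting error and 45 moved, none in direction. The SCMK unclassified share of lane 3 was 12.1%, and 10.5% with 1 round of thresholds, 14.9% with RNA doublet calls kept and 36.2% with SCMK doublets added. The MULTI-seq share was 1.70%, and 1.29% with 1 round and 0.438% under HTODemux. The excess of CD4+ T-like over CD14+ monocyte-like cells was 37.0 points in lane 2, 23.5 in lane 3 and 5.10 in the 7-donor library. HTODemux gave 63.3, 20.2 and 2.30, SCMK doublets left out of the denominator 39.9, 26.3 and 5.70, and 1 round 20.1 in lane 3. The excess of the activated over the memory pattern was 26.7 points in lane 3 and 5.00 in the 7-donor library, and 16.5 and 1.62 under HTODemux.

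For Trima, 410 of 468 alternatives of 36 results kept their direction and side of the threshold, 3 were weaker, 17 stronger, 35 moved and 3 reversed. In CD14+ monocyte-like cells, donors A-D against E-H gave 2 genes, 82 with DESeq2, 415 without the low-count filter, 1 with lanes 2 and 3 for donors A-D and 1 to 784 with a group left out, 784 being without the group that stands apart. Assignment 1 gave 0 genes, 1 with DESeq2, 37 without the filter and 0 to 2 with a group left out. Assignment 2 gave 0, 1, 69 and 0 to 1, and assignment 3 gave 1041, 1649 with lanes 2 and 3, and 460 to 1085 with a group left out. In NK-like cells, donors A-D against E-H gave 0 genes, 1 with DESeq2, 23 without the filter, 1 with lanes 2 and 3 and 0 to 145 with a group left out. Assignment 1 gave 0 and 5 without the filter. Assignment 2 gave 0, 1 with DESeq2, 4 without the filter and 0 to 1 with a group left out. Assignment 3 gave 236, 153 with DESeq2, 565 with lanes 2 and 3 and 91 to 256 with a group left out. With a group left out, the log2 fold change of MNDA under assignment 1 ranged from -1.03 to 0.0949, and that of PRF1 from -1.01 to 0.26 under assignment 1 and -1.14 to 0.13 under assignment 2.

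For composition, 98 of 112 alternatives of 14 results kept, 3 became stronger, 2 moved and 9 reversed. With a lane left out, 0 to 2 cell types and 0 to 1 subset patterns changed, the highest in both cases without lane 4. Log2 fold changes then ranged from -0.30 to 0.19 for CD14+ monocyte-like, -0.0324 to 0.0654 for CD8+ T-like, -0.22 to 0.35 for NK-like, -1.47 to 0.71 for dendritic-like and -0.17 to 0.22 for unnamed T cells, and from -0.0517 to 0.237 for the naive pattern. For unnamed T cells the main value was -0.00409, 0.00149 with HTODemux donor calls, 0.00905 at a resolution of 0.4 and 0.06 without lane 3.

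For expression, 243 of 376 alternatives of 42 results kept, 85 were weaker, 45 moved and 3 reversed. FOS in CD4+ T-like cells was -0.0148, 0.0199 with doublets kept and from -0.0571 to 0.0242 with a lane left out, and CD40LG ranged from -0.125 to 0.0508. Of the genes changed by mixing, CD8+ T-like cells had 2, 1 with DESeq2, 6 without the filter and 4 with doublets kept, and NK-like cells had 0 and 2 without the filter. B-like cells had 6, 0 with DESeq2 and 1 with doublets kept, and CD14+ monocyte-like cells had 5 and 0 with DESeq2. With a lane left out the counts were 5 to 23 in CD4+ T-like, 0 to 4 in CD8+ T-like, 1 to 9 in NK-like, 0 to 6 in B-like, 1 to 8 in CD14+ monocyte-like and 0 to 11 in CD16+ monocyte-like cells. Gene lists changed numbered 1, 0 under fry, 2 without the filter, 4 with doublets kept, 0 with HTODemux and 0 to 4 with a lane left out. The memory pattern, not listed here, had its largest count of genes without lane 2, most of them lower in mixed cells. With a lane left out, 1 side has 1 library, which is assumed to vary like the other side.

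Of 112 alternatives of 28 JSD results, 73 kept and 39 moved, a JSD being kept within 1 standard deviation over iterations and a count within 1.5-fold, as for counts of genes and types above. The donor JSD stayed above the mixing JSD in 5 of 5 types in every setting. Quality-control values stayed within 1.5-fold in 6 of 6 alternatives, with 18453 cells of the 8-donor lanes against 15408, and in the 7-donor library, where no cell was removed, they are equal by construction. Counts are few for IFNG, with 2 UMIs in the CD4+ T-like cells of each mixed lane, and for dendritic-like donor A cells, 2 to 52 per lane, which is a matter of cell number.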

Differences from the paper's values

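Figure values were read by eye and carry its error. Shares by cell type rest on rebuilt names and on MULTI-seq in place of souporcell donors.

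The paper's SCMK unclassified share of lane 3 is 36.2%, against 12.1% here when negative cells are counted. Of the alternatives set before the data were examined, 1 round of thresholds (10.5%), HTODemux (11.9%) and all cells (12.7%) all differ from it too, as do the authors' own calls (13.1%) and RNA doublet calls kept (14.9%), both chosen after seeing the data. With SCMK doublets counted as unclassified as well, a definition chosen after seeing the values, the share is 36.2%. The paper's share for NK cells is about 14% in Fig. 2b, read by eye, against 9.09% in lane 3 here. HTODemux (11.7%) and SCMK doublets left out of the denominator (11.4%) fall within its range, as do the authors' calls (9.88%), chosen after seeing the values. 1 round (8.93%), a resolution of 0.4 and every cell as the denominator (9.26%) do not. For B cells it is about 2% in Fig. 2b, read by eye, against 9.05% here, and every alternative differs, from 8.04 to 11.8%. No cell type in Fig. 2b is shown above about 23%, read by eye, while the paper's overall share is 36.2%. The caption names no lane for Fig. 2b, and the NK-like and B-like shares here were higher in lane 2 than in lane 3. These differences may so come from unlike sets of cells.

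For JSD between mixed and unmixed cells the paper shows about 0.07 in CD8+ T cells, about 0.13 in CD14+ monocytes and about 0.14 in NK cells in Fig. 3d, read by eye, against 0.0457, 0.0455 and 0.0914 here. In CD8+ T-like cells the first 2 principal components (0.0859) and a narrower kernel (0.0870) fall within range, and doublets kept (0.0364) and values not scaled (0.0403) do not. In CD14+ monocyte-like cells the narrower kernel (0.141) does, and doublets kept (0.0574), principal components (0.0689) and not scaled (0.0455) do not. In NK-like cells principal components (0.138) do, and doublets kept (0.0775), the narrower kernel (0.250) and not scaled (0.0910) do not. Between technical replicates the paper shows about 0.06 in CD8+ T cells and about 0.13 in NK cells in Fig. 3d, read by eye, against 0.0399 and 0.0761 here. In CD8+ T-like cells principal components (0.0766) and the narrower kernel (0.0844) fall within range, and doublets kept (0.0355) and not scaled (0.0352) do not. In NK-like cells principal components (0.122) do, and doublets kept (0.0746), the narrower kernel (0.223) and not scaled (0.0757) do not.

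The paper states that mixing JSD exceeded technical JSD for CD8+ T cells, CD14+ monocytes and NK cells. Here it did for CD8+ T-like and NK-like cells, for CD4+ T-like (6.15e-04) and CD16+ monocyte-like cells (0.00632) as well, and for CD14+ monocyte-like cells the difference was -0.00204, but 0.0113 with doublets kept. The paper names CD14+ monocytes as the type in which the permuted JSD did not exceed the difference. Here it did so in 5 of 5 types in every setting. A level set against a difference of levels passes readily, so this decides little. The paper finds no gene sets enriched in mixed donor A cells. Here 1 list, cytotoxicity in the activated pattern, passed the threshold under camera (adjusted p = 0.00468) and 0 did under fry. Free RNA was not tested as a source of this list's rise. The paper reports no shift of cell types with mixing. Here 0 of 9 types passed the threshold with all 4 lanes, but B-like and dendritic-like cells did without lane 4 (adjusted p = 0.0309 for both), as did the memory pattern (0.0271). The paper names 7 genes as differing between Trima and Ficoll samples. Of these 0 passed the threshold between donors A-D and E-H and 7 under 1 of the 3 assignments of donor D. The split of donors A-D and E-H sets donor D, a Trima donor, beside the Ficoll donors.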

Other observations

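All tests in this part were chosen after the result was seen. Counts of the cell's own SCMK barcode were lower on CD4+ T-like than on CD14+ monocyte-like cells. The ratio of medians was 7.28 in lane 2 and 8.15 in lane 3, against 2.20 and 1.68 for the own MULTI-seq barcode of the same cells. Cell size or capture alone is argued against for the own barcode, as the smallest ratio for SCMK was 3.30 times the largest for MULTI-seq. Over all barcodes the gap was narrower. SCMK medians were then 141 for CD4+ T-like and 497 for CD14+ monocyte-like cells in lane 2, and 417 and 1308.5 in lane 3. MULTI-seq medians over all barcodes were 646 and 1384.5 in lane 2, and 515 and 852 in lane 3. A lower level of the antigens bound by the antibodies, as the paper proposes, was not tested.

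In CD14+ monocyte-like donor A cells IFIT2, an interferon response gene, had 52.0 CPM (counting interval 37.9 to 69.6) in the mixed and 22.3 (18.7 to 26.5) in the unmixed lanes. Free RNA or cells of the other donors, at the highest level seen for genes of the other donors (2.05%), would give 24.9. Free RNA could reach the value only at a share of 23.8%. The call rests on single lanes, as the adjusted p was 0.0543 without lane 1, 0.249 without lane 4 and 0.924 without lane 2, and DESeq2 did not make it. The interferon response list did not pass the threshold in these cells, with a median log2 fold change of 0.09 and an adjusted p of 0.175. Among the 4 cell types with a value, IFIT2 was higher in the mixed lanes only in these cells. A response to mixing and a difference between libraries in these cells both stay open.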
